# MicroRNA expression in human retinal pigment epithelial (ARPE-19) cells: Increased expression of microRNA-9 by N-(4-Hydroxyphenyl)retinamide

**Published:** 2010-08-04

**Authors:** R. Krishnan Kutty, William Samuel, Cynthia Jaworski, Todd Duncan, Chandrasekharam N. Nagineni, Nalini Raghavachari, Barbara Wiggert, T. Michael Redmond

## Abstract

**Purpose:**

MicroRNAs (miRNAs) are important regulators of many cellular functions due to their ability to target mRNAs for degradation or translational inhibition. Previous studies have reported that the expression of microRNA-9 (miR-9) is regulated by retinoic acid and reactive oxygen species (ROS). We have previously shown that *N*-(4-hydoxyphenyl)-retinamide (4HPR), a retinoic acid derivative, induces ROS generation and apoptosis in cultured human retinal pigment epithelial (RPE) cells, known as ARPE-19 cells. The aim of the present study was to investigate the expression of miR-9 in ARPE-19 cells in response to 4HPR treatment, and to identify other miRNAs normally expressed in these cells.

**Methods:**

ARPE-19 cells in culture were treated with 4HPR, the total RNA fractions were isolated, and the expression of various miRNAs and mRNAs was analyzed using real-time PCR. The miRNA expression profile of ARPE-19 cells was analyzed using microarray hybridization.

**Results:**

Treatment of ARPE-19 cells with 4HPR resulted in apoptosis characterized by the increased expression of *HMOX1* and *GADD153* genes. A twofold increase in the expression of miR-9 was also observed during this response. Potential binding sites for the transcription factors encoded by *CEBPA* and *CEBPB* genes were found to be present in the putative promoter regions of all three genes encoding miR-9. 4HPR-induced miR-9 expression was associated with parallel increases in the expression of these transcription factor genes. 5-Aza-2’-deoxycytidine, a methyl transferase inhibitor, also increased the expression of miR-9 in ARPE-19 cells. Microarray hybridization analysis identified let-7b, let-7a, miR-125b, miR-24, miR-320, miR-23b, let-7e, and let-7d as the most abundant miRNAs normally expressed in ARPE-19 cells. These miRNAs are known to regulate cell growth, differentiation or development. The 4HPR treatment increased the expression of miR-16, miR-26b, miR-23a, and miR-15b in ARPE-19 cells, although these increases were modest when compared to the increase in the expression of miR-9.

**Conclusions:**

Our studies demonstrate that miR-9 is expressed in the RPE cell line ARPE-19, and its expression is increased by a retinoic acid derivative and by an inhibitor of promoter hypermethylation. Several miRNAs with inherent ability to regulate cell growth, differentiation and development are also normally expressed in ARPE-19 cells. Thus, miR-9 and other miRNAs could be important in maintaining RPE cell function.

## Introduction

MicroRNA (miRNA) is a class of single-stranded noncoding small (~22 nucleotides) RNA molecules known to regulate gene expression posttranscriptionally [1,2]. The miRNAs, encoded by genes localized to various chromosomes, are initially transcribed as primary transcripts (pri-miRNAs), then converted to pre-miRNAs and subsequently processed to mature miRNAs, which are essential components of the RNA-initiated silencing complex (RISC). An miRNA can function as a posttranscriptional silencer of gene expression either by destabilizing its target transcripts or by inhibiting their translation. A perfect complementarity between the miRNA and its target mRNA often results in the rapid degradation of the latter. A single miRNA can bind to the 3′-untranslated region (3′UTR) of many target gene transcripts and thereby inhibit their translation. The translational repression requires only a partial complementarity between the miRNA and its target mRNAs [2]. Recent studies have identified miR-9 as one such miRNA with an important role in cell growth, differentiation, neurogenesis, immunity and oncogenesis due to its ability to target translational inhibition of many genes, including *ONECUT2* (one cut homeobox 2), *REST* (RE1-silencing transcription factor), *TLX* (*NR2E1*, nuclear receptor subfamily 2, group E, member 1), and *NFKB1* (nuclear factor of kappa light polypeptide gene enhancer in B-cells) [3-9]. The expression of miR-9 is generally suppressed in cases of cancer due to hypermethylation of the promoter regions of genes encoding it [10-13]. The expression of miR-9 is altered in brains affected by Alzheimer disease, and BACE1/beta-secretase is a target for translational inhibition by this microRNA [14,15]. Decreased expression of miR-9 is observed in presenilin-1 null mice [16]. Its expression is also reported to be regulated by retinoic acid, oxidative stress, alcohol and pro-inflammatory agents [7,9,17-19].

A normally functioning retinal pigment epithelium (RPE) is indispensible for vision, and impaired function as a result of oxidative stress is thought to be a major factor responsible for the development of retinal degenerative diseases, such as age-related macular degeneration [20]. ARPE-19, a cell line derived from human RPE, has been widely used to investigate the response of RPE to oxidative stress [21-25]. A previous study from our laboratory has shown that the retinoic acid derivative N-(4-hydroxyphenyl) retinamide (4HPR, fenretinide) can generate oxidative stress, increase the expression of *HMOX1* (heme oxygenase [decycling] 1) and *GADD153* (*DDIT3*, DNA-damage-inducible transcript 3) genes and subsequently induce apoptosis in ARPE-19 cells [26]. We reasoned that miR-9 expression could be altered during this process since its expression is reported to be regulated by both retinoic acid and oxidative stress [9,17,18]. Therefore, we investigated the expression of miR-9 in ARPE-19 cells in response to 4HPR-induced *HMOX1* and *GADD153* expression and apoptosis. We then identified other miRNAs normally expressed in ARPE-19 cells using microarray analysis and determined if the expression levels of some of these miRNAs were also affected by 4HPR.

## Methods

### Cell culture

The ARPE-19 human RPE cell line at passage 18 was obtained from ATCC (Manassas, VA) and the experiments were performed using cells from passages 20 through 24. The cells were grown in Dulbecco's modified Eagle's medium containing nutrient mixture F12, 50/50 mix (Cellgro, Herndon, VA) supplemented with 5% fetal bovine serum, 2 mM L-glutamine, 1 mM sodium pyruvate, 0.1 mM non-essential amino acids and penicillin (100 U/ml) and streptomycin (100 μg/ml), as described previously [26]. Cells were seeded onto tissue culture plates at a density of 2×10^5^ cells/ml in complete medium and allowed to grow at 37 °C in a humidified environment of 5% CO_2_ in air to reach about 80% confluence (1–2 days). The culture medium was then replaced with fresh serum-free medium containing penicillin (100 U/ml) and streptomycin (100 μg/ml) before treating the cells with various agents. N-(4-hydroxyphenyl)retinamide (4HPR) was purchased from Biomol (Plymouth Meeting, PA) and dissolved at a concentration of 10 mM in DMSO before being added to the cell culture medium to the required concentration. The controls received an equal volume of vehicle. Treatments were performed under subdued light and other conditions for 24 h, as reported previously [26]. The ARPE-19 cells were treated with 5-aza-2’-deoxycytidine (Sigma-Aldrich, St. Louis, MO). The compound was first dissolved in DMSO before adding it to the cell culture medium to a final concentration of 1 µM. This treatment lasted 3 days, the culture medium being replaced every 24 h with fresh medium containing the compound. Sodium meta-arsenite and menadione were obtained from Sigma-Aldrich, their stock solutions were prepared in water and the cells were treated with these compounds for 24 h.

### Apoptosis ELISA

Detection of apoptosis in ARPE-19 cells was performed by quantitative sandwich-enzyme-immunoassay using mouse monoclonal antibodies directed against DNA and histones (Cell Death Detection Elisa kit; Roche, Indianapolis, IN), as previously described [26]. ARPE-19 cells were grown on 24-well tissue culture plates, treated with 4HPR for 24 h, and lysed by incubating with lysis buffer (250 µl/well) for 30 min at room temperature. The cell lysates were then centrifuged at 250× g for 10 min, and 10 µl aliquots of supernatants were removed and analyzed using ELISA. The absorbance at 405 nm was measured using a Victor^2^ Multilabel Counter (Perkin Elmer, Waltham, MA).

### Microarray analysis

Microarray hybridization analysis was performed using NCode miRNA Expression Profiling Services (Invitrogen, Carlsbad, CA). Total RNA was isolated from untreated ARPE-19 cells using TRIzol Reagent, and its quality analyzed using agarose gel electrophoresis. Small RNA was enriched from total RNA (20 μg) using the PureLink miRNA Isolation Kit. The enriched miRNA fraction (2.4 μg) was Poly(A) tailed, labeled with Alexa Fluor (NCode miRNA Labeling System) and hybridized to NCode Multi-Species miRNA Microarrays for 4 h at 62 °C. Two RNA samples were analyzed using this procedure on different microarrays containing duplicate spots of each miRNA probe. Hybridization and washing of the arrays were performed according to the standard protocol described in NCode miRNA Labeling System Manual. The arrays were scanned on a GenePix 400B Microarray Scanner (Molecular Devices, Sunnyvale, CA) and images were then analyzed using the GenePix software.

### Quantitative real-time RT–PCR analysis

For quantitative real-time RT–PCR analysis of various transcripts, 2 µg of total RNA extracted from ARPE-19 cells with RNeasy Protect Mini Kit (Qiagen, Valencia, CA) was reverse transcribed using the High Capacity cDNA Archive Kit (Applied Biosystems, Foster City, CA). After reverse transcription, 5 µl of cDNA was used as a template for quantitative real-time PCR, which was performed on an Applied Biosystems 7500 Real-Time PCR System using TaqMan Universal PCR Master Mix and other reagents from Applied Biosystems. The manufacturer's default thermal cycling conditions were followed. Each PCR reaction (20 µl) was set up by using validated TaqMan probes (labeled with reporter dye FAM at the 5′ end) and primers specific for each gene (*GADD153*, *HMOX1*, *CEBPA*, *CEBPB*, and *TGM2* with assay identification numbers Hs00358796_g1, Hs00157965_m1, Hs00269972_s1, Hs00270923_s1, and Hs00190278_m1, respectively). A human *GAPDH* (part number: 4352934E) gene was used as the endogenous control. Gene amplification data were analyzed using Applied Biosystems 7500 System Sequence Detection Software version 1.2.3. The results were expressed as n-fold induction in gene expression, calculated using the ΔΔCT method.

For real-time PCR analysis of miRNAs, total RNA fraction containing miRNAs was prepared from ARPE-19 cells using miRNeasy Mini Kit (Qiagen). RT–PCR analysis was performed on an Applied Biosystems 7500 Real-Time PCR System using individual TaqMan MicroRNA Assays (miR-107, miR-125b, miR-15a, miR-16, miR-193b, miR-210, let-7a, let-7c, let-7d, miR-98, miR-9, miR-34a, miR-26b, miR-24, miR-23a, miR-223, miR-15b, miR-128a, miR-204, or miR-224), TaqMan MicroRNA Reverse Transcription Kit and TaqMan Universal PCR Master Mix, No AmpErase UNG (Applied Biosystems). RNU48 was used as the endogenous control and the ΔΔCT method was employed to estimate miRNA expression.

The expression of selected miRNAs in ARPE-19 cells was verified by real-time PCR employing NCode SYBR Green miRNA qRT–PCR Kit and NCode miRNA First-Strand cDNA Synthesis Kit (Invitrogen). Total RNA samples (1 μg) were first treated with DNase I and then subjected to a polyadenylation reaction before first strand cDNA synthesis with SuperScript III and Universal RT Primer (Invitrogen). Each PCR reaction was performed using a forward primer specific for the tested miRNA and the Universal qPCR Primer. The miRNAs were analyzed and their forward primer sequences were determined as: let-7b, TGA GGT AGT AGG TTG TGT GGT T; miR-125b, TCC CTG AGA CCC TAA CTT GTG A; miR-24, TGG CTC AGT TCA GCA GGA ACA G; miR-23b, ATC ACA TTG CCA GGG ATT ACC; let-7e, TGA GGT AGG AGG TTG TAT AGT; miR-210, CTG TGC GTG TGA CAG CGG CTG A; miR-193B, AAC TGG CCC TCA AAG TCC CGC TTT; miR-423–3P, AGC TCG GTC TGA GGC CCC TCA G. For the analysis of statistical significance, Student’s paired *t*-test was used. All values have been expressed as mean±SD, n=4; p<0.05 denotes statistically significant differences. The results shown are representative of three different experiments.

### Search for potential transcription factor binding sites

DNA sequences (1 kb) upstream of the genes transcribing miR-9 or other miRNAs were examined for the presence of potential transcription factor binding sites. The following Web-based software packages were used, each with default parameters: TESS - Transcription Element Search System [27] and the MatInspector program from Genomatix.

## Results

We analyzed the expression of miR-9 in ARPE-19 cells in response to 4HPR treatment. The cells were treated with varying concentrations of 4HPR for 24 h, and the miR-9 expression was measured using real-time RT–PCR. An increase in miR-9 expression was observed with increasing concentration of 4HPR (Figure 1). A ~2 fold increase in miR-9 expression was detected when the concentration of 4HPR reached 10 µM. Dimethyl sulfoxide, the vehicle used in this study to dissolve 4HPR, had no effect on the miR-9 expression by itself. ARPE-19 cells from passages 20 to 24 did not show detectable variation in miR-9 expression or its response to 4HPR treatment (data not shown). The 4HPR treatment induced apoptosis, as expected, as indicated by the generation of mono- and oligonucleosomes in the treated cells. We also analyzed the expression of two genes, *HMOX1* (a marker for oxidative stress) and *GADD153*, since we have previously shown that their expression is highly increased during 4HPR-induced apoptosis of ARPE-19 cells [26]. The 4HPR-dependent increase in miR-9 expression paralleled increases in the expression of *HMOX1*and *GADD153*. Thus, treatment of ARPE-19 cells with 4HPR induces expression of miR-9 along with established markers of oxidative stress and apoptosis.

**Figure 1:**
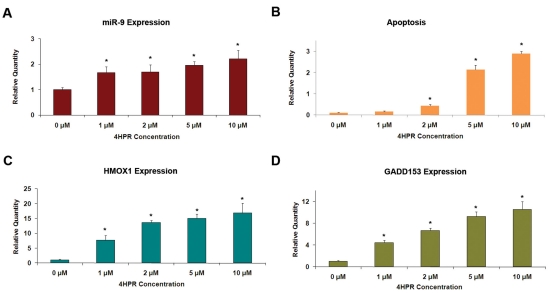
Increased miR-9 expression in ARPE-19 cells during 4HPR-induced apoptosis and the expression of *HMOX1* and *GADD153*. ARPE-19 cells were treated with indicated concentrations of 4HPR for 24 h, and real-time RT–PCR was employed to analyze the expression of miR-9, *HMOX1* and *GADD153*. Formation of mono- and oligonucleosomes was estimated using ELISA as a marker for apoptosis. **A:** 4HPR increased miR-9 expression. **B:** 4HPR-induced apoptosis as indicated by the generation of mono- and oligonucleosomes. **C:** 4HPR-induced *HMOX1* expression. **D:** 4HPR-induced *GADD153* expression. *p<0.05 compared to control, n=4.

The miR-9 expression in ARPE-19 cells in response to 4HPR treatment was further investigated. Earlier work from our laboratory has shown that 4HPR-induced apoptosis of ARPE-19 cells is preceded by reactive oxygen species (ROS) generation [26]. The increase in *HMOX1* expression is a consequence of oxidative stress. We examined the possibility that the observed increase in the expression of miR-9 in 4HPR-treated cells is mediated by oxidative stress, rather than by 4HPR directly. ARPE-19 cells were treated with menadione and sodium arsenite, agents known to cause oxidative stress, and the miR-9 expression and *HMOX1* expression were then analyzed. Both of these agents induced *HMOX1* expression as expected, but the miR-9 expression was not affected significantly (Figure 2). Thus, oxidative stress per se does not appear to mediate the effect of 4HPR on miR-9 expression.

**Figure 2:**
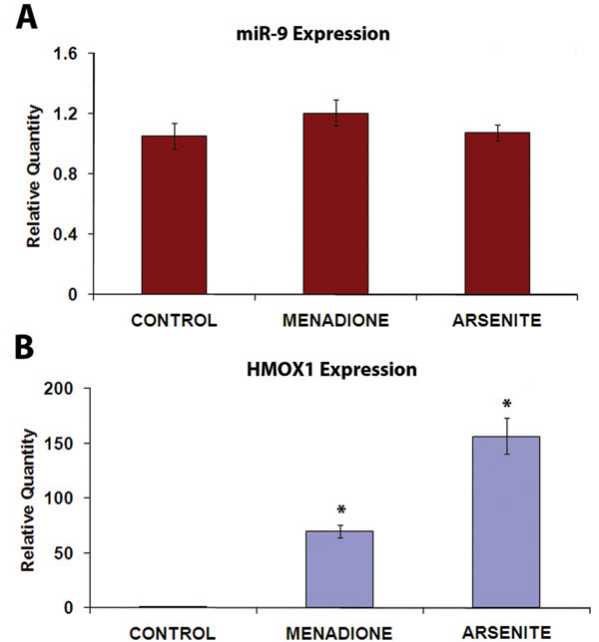
MiR-9 expression in ARPE-19 cells is not affected by oxidative stress. The cells were treated for 24 h with menadione (20 μM) or sodium arsenite (2 μM), agents known to cause oxidative stress. The expression of miR-9 and *HMOX1*, a marker for oxidative stress, was analyzed using real-time RT–PCR. **A:** MiR-9 expression was not affected by menadione and arsenite. **B:** *HMOX1* expression was markedly increased, as expected, by both menadione and arsenite. *p<0.05 compared to control, n=4.

We analyzed the putative promoter regions of three genes encoding miR-9 for regulatory elements. As shown in Figure 3, potential binding sites for CCAAT/enhancer binding protein (CEBP) transcription factors, CEBP-α and CEBP-β, are present in the 5′-flanking regions of *MIR9–1*, *MIR9–2*, and *MIR9–3* genes. Thus, it is possible that these transcription factors could regulate the expression of miR-9. As shown in Figure 4, the increase in the expression of miR-9 due to 4HPR is associated with parallel increases in the expression of *CEBPA* and *CEBPB*, the genes encoding CEBP-α and CEBPB-β, respectively.

**Figure 3:**
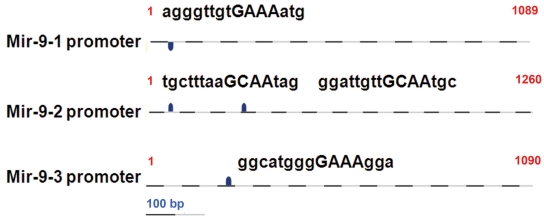
Sequences matching putative binding sites for CEBP transcription factors are present in the 5′-flanking regions of all three human miR-9 genes. DNA sequences (1 kb) upstream of the miR-9 genes were analyzed for the presence of potential transcription factor binding sites, as described in the METHODS.

**Figure 4:**
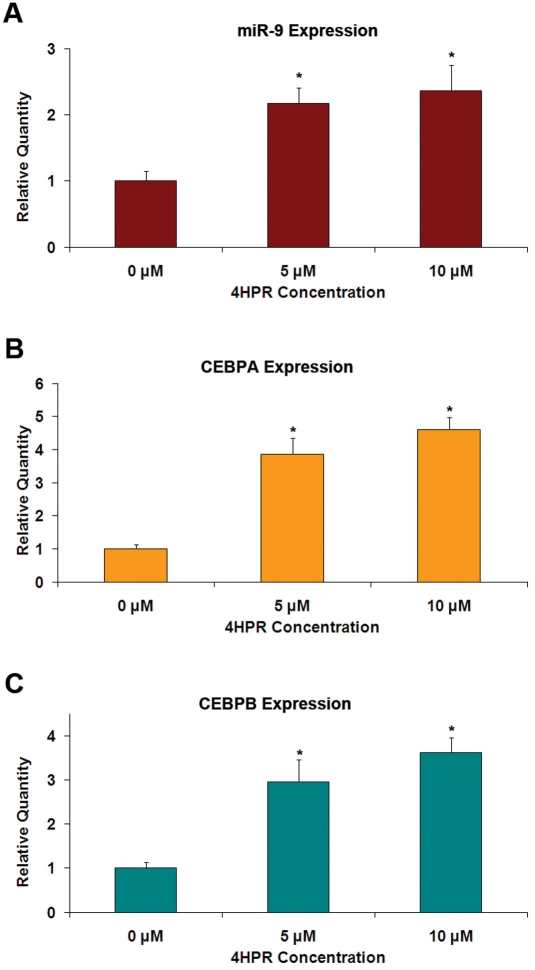
4HPR-induced expression of miR-9 in ARPE-19 cells is associated with increased expression of *CEBPA* and *CEBPB*. The cells were treated with 10 μM of 4HPR for 24 h, and the gene expression was analyzed using real time RT–PCR. **A:** 4HPR increased miR-9 expression. **B:** 4HPR increased *CEBPA* expression. **C:** 4HPR increased *CEBPB* expression. *p<0.05 compared to control, n=4.

The expression of miR-9 genes could be suppressed by the hypermethylation of their promoter regions [10]. Treatment of cells with 5-aza-2’-deoxycytidine, a methyl transferase inhibitor, can alleviate this suppression. The expression of miR-9 in ARPE-19 cells increased approximately threefold in response to the treatment (Figure 5). *TGM2*, a gene known to be regulated by hypermethylation [28], was also induced as expected.

**Figure 5:**
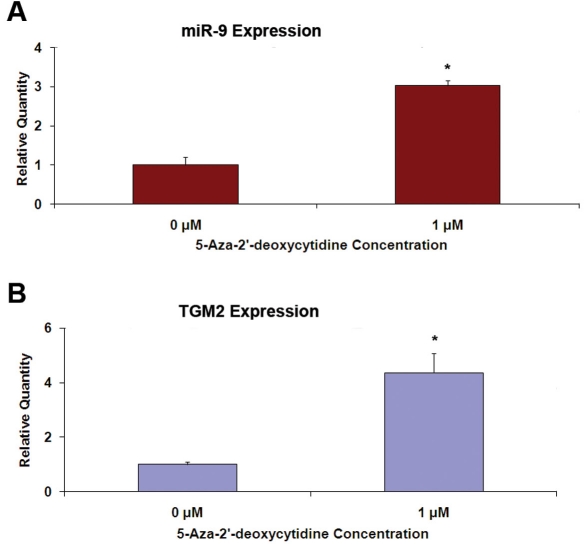
Expression of miR-9 increases in ARPE-19 cells following treatment with 5-aza-2’-deoxycytidine. Cells were treated with 1 μM 5-aza-2’-deoxycytidine for 3 days, and miR-9 expression was estimated using real time RT–PCR. The expression of *TGM2*, a gene known to be upregulated by this treatment, was also analyzed. **A:** 5-aza-2’-deoxycytidine increased miR-9 expression. **B:** 5-aza-2’-deoxycytidine increased *TGM2* expression. *p<0.05 compared to control, n=4.

We next used microarray hybridization analysis to obtain a broad view of the microRNA species normally expressed in ARPE-19 cells. 

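The arrays held small RNA from untreated ARPE-19 cells, a human cell line of the retinal pigment epithelium, beside small RNA from ARPE-19 cells that the sample labels describe as exposed to 100 µM pyrrolidine dithiocarbamate (PDTC), an antioxidant and inhibitor of NF-κB activation, for 24 h. The text of the paper speaks of the untreated RNA only. There were 2 arrays of 2 channels each. By the channel labels, untreated RNA was labeled with the dye A3 on replicate 1 and with the dye A5 on replicate 2, and RNA of PDTC-treated cells carried the other dye, although the title of each sample names only treated or only untreated cells. Each array had 2684 spots for 1313 probes, of which 311 were named for human miRNAs, with 5 of these spotted 4 times and the others in duplicate. The authors' files give GenePix fluorescence intensities and local backgrounds per spot, without normalization. From these, the background was subtracted from the median intensity of the untreated channel, the spots of a probe were averaged, and the mean and SD of the 2 arrays were taken. The median local background of the untreated channel was 38 on replicate 1 and 39 on replicate 2. GenePix marked 1408 spots of replicate 1 and 1541 of replicate 2 as not found, which were kept as measured since leaving them out would remove dim probes, and 1 spot held saturated pixels. Because the dyes were exchanged between the arrays, the SD of an untreated intensity also contains the difference between the dyes, and the number of arrays limits the precision of every value. The intensity of a probe depends on the probe as well as on the amount of its miRNA.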

Small RNA preparation, which was enriched from total RNA isolated from untreated ARPE-19 cells, was employed for hybridization analysis on a microarray containing duplicate spots of each miRNA probe. The microarray analysis, when repeated using a second RNA sample, yielded similar results. 

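The probes of let-7a, let-7b, miR-125b and miR-24 were among the brightest human probes on both arrays. Across the 73 human miRNAs above background in untreated cells on at least 1 array, the log2 intensities of the 2 arrays had a Pearson r of 0.962 and a Spearman rho of 0.976. These are correlations across miRNAs, which are not independent replicates. Among all 311 human probes, most of which were at background, the Pearson r was 0.967 and the Spearman rho was 0.667. The untreated channel was brighter on replicate 1, with a 75th percentile of 2810 against 1164 over the human miRNAs above background on both arrays. Untreated RNA was in A3 on replicate 1 and in A5 on replicate 2, so this gap holds a difference between the dyes beside one between the arrays. Each array carried both dyes. The deposited log2 ratios of PDTC over untreated had a median of -0.81 on replicate 1 and 0.54 on replicate 2. At the median, A3 was therefore the brighter dye on both arrays. How much of the gap comes from the dye was not computed. The gap between the arrays was not equal for all miRNAs. The intensity of miR-320 was 3758 on replicate 1 and 3654 on replicate 2, while that of miR-221 was 5411 and 1992. The duplicate spots of a probe correlated with an r of 0.983 over 70 human miRNAs on replicate 1 and of 0.965 over 57 on replicate 2. The median difference between duplicates was 0.42 on the log2 scale on replicate 1 and 0.27 on replicate 2.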

The microarray data are provided at GEO (GSE23107). The relative expression levels of 62 miRNA (out of 366 human miRNAs tested) expressed substantially in these cells are shown in Figure 6. 

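In untreated ARPE-19 cells, 59 human miRNAs were above background on both arrays, counting a miRNA when the median intensity of each of its spots exceeded the local background by more than 2 SD. They included 8 of the 9 probes of the let-7 family, all 5 members of the miR-23, miR-27 and miR-24 clusters, both miR-221 and miR-222, 5 of 7 probes of the miR-30 family and 7 of 13 of the miR-17 family and its clusters. Of the miR-29 family, only miR-29a was above background among 3 probes. Several miRNAs typical of other cell types were not above background on either array, namely the 2 erythroid probes, the 4 leukocyte probes, miR-122a of liver and the 6 probes of embryonic stem cells. The 5 muscle probes, the 3 neuronal probes and the pair of miR-143 and miR-145 also did not pass. The same held for the 7 probes of the epithelial group that holds miR-200a to miR-200c and miR-141, and for miR-211, which is known from the retinal pigment epithelium. By PCR the paper found miR-223 of the leukocyte group and miR-9 and miR-128a of the neuronal group expressed. A probe at background therefore does not show that its miRNA is absent. Of the sensory cell group, miR-182 was above background on both arrays and miR-183 on replicate 1 only. Replicate 1 had 73 human miRNAs above background in untreated cells and replicate 2 had 59. All 59 miRNAs are among the 69 names that Figure 6 lists.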

The most abundant miRNAs expressed in ARPE-19 cells were let-7b, let-7a, miR-125b, miR-24, miR-320, miR-23b, let-7e, and let-7d. 

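The brightest human probes in untreated cells were those of let-7b, let-7a and miR-125b. Let-7b had an intensity of 7568 ± 1577 (SD, n = 2 arrays), let-7a 7247 ± 1951 (SD, n = 2) and miR-125b 7144 ± 2632 (SD, n = 2). They were followed by miR-24 at 5014 ± 1280 (SD, n = 2), miR-23b at 4457 ± 1402 (SD, n = 2), let-7e at 3927 ± 1361 (SD, n = 2), let-7d at 3710 ± 1121 (SD, n = 2) and miR-320 at 3706 ± 73.5 (SD, n = 2). These 8 were the 8 brightest by the mean of the arrays. The next in order were miR-221 at 3701 ± 2418 (SD, n = 2) and miR-23a at 3520 ± 1544 (SD, n = 2), so that the order around miR-320 was not separated by the spread between arrays. On replicate 2 alone the same 8 were the brightest. On replicate 1 alone 6 of them were, with let-7d at rank 10 and miR-320 at rank 12. The intensities read from Figure 6 lie near those of replicate 2, so replicate 2 is not a separate check of the paper's 8. With the mean in place of the median intensity, 7 of the 8 were among the 8 brightest, miR-23a taking the place of miR-320. The let-7 members differ by few bases, and signal shared between their probes cannot be excluded from these values. The paper, which shows average fluorescence intensities in Figure 6, states that these 8 are the most abundant.

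**Figure D1:**
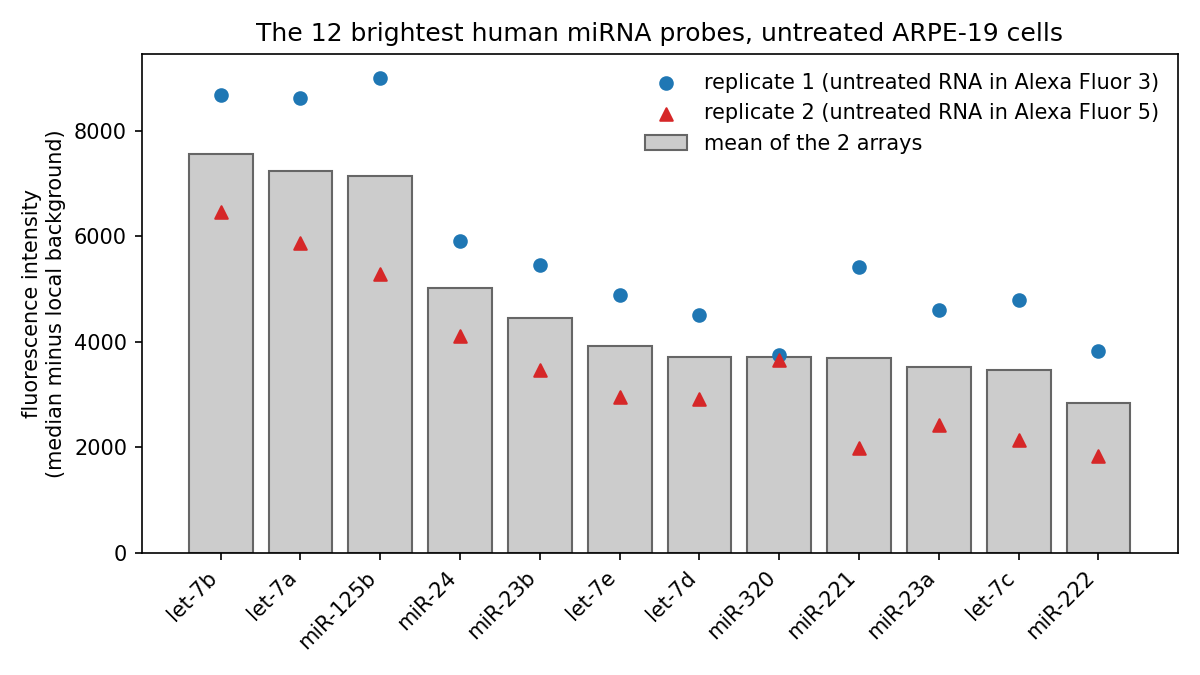
Fluorescence intensity (median minus local background, linear axis) of the 12 brightest human miRNA probes in untreated ARPE-19 cells. Bars are means of the 2 arrays, circles replicate 1 and triangles replicate 2. Replicate 1 lies above replicate 2 for every miRNA shown, as with 9005 against 5283 for miR-125b.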

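The probe for miR-9, a miRNA of the nervous system, was at background in untreated ARPE-19 cells. Its intensity was 3.5 on replicate 1 and 1.5 on replicate 2 (mean 2.5 ± 1.41, SD, n = 2), where the SD of the local background was 9 and 12. Among the 76 spots of shuffled or reversed control sequences, 95% had an intensity up to 7 on replicate 1 and up to 3.75 on replicate 2, which puts miR-9 within the range of the controls. Of the human probes, 35.4% had a lower intensity on replicate 1 and 56.9% on replicate 2. The probes for rat, mouse and zebrafish miR-9 were not above background on either array, with mean intensities of 8.25, 3.5 and 4.25.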

The microarray analysis failed to detect the miR-9 expression in ARPE-19 cells. This could be due to the limited sensitivity of microarray analysis in comparison to real-time RT–PCR, where the target is detected after multiple cycles of amplification.

**Figure 6:**
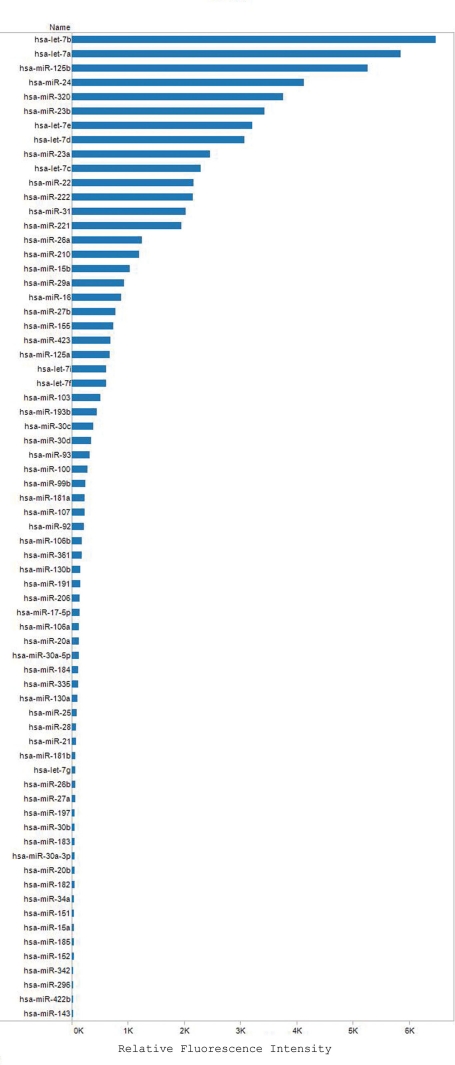
Microarray hybridization analysis of miRNAs normally expressed in ARPE-19 cells. The data shown is representative of hybridization analyses performed using two RNA samples isolated from untreated ARPE-19 cells. The microarrays contained duplicate spots for each miRNA probe. The average fluorescence intensities are shown; the view is filtered by name, which has multiple members selected.

The microarray results were validated by analyzing the expression of selected miRNAs using real-time PCR analysis. Let-7b, miR-125b, miR-24, miR-23b, and let-7e represented the most abundant ones, while miR-210, miR-193b and miR-423 represented the less abundant ones. 

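The 3 miRNAs chosen as less abundant were above background on both arrays, and their probes were dimmer than those of the 5 abundant ones on each array. Mean intensities in untreated cells were 1509 ± 509 (SD, n = 2) for miR-210, a miRNA known for its induction by hypoxia, 865 ± 645 (SD, n = 2) for miR-193b and 692 ± 269 (SD, n = 2) for miR-423. On replicate 1 they ranked 22, 26 and 31 among human probes, and on replicate 2 they ranked 16, 27 and 24. On either array the brightest of the 3, miR-210 at 1869 and 1149, was below the dimmest of the 5, let-7e at 4889 and 2965. The paper selected both groups by their abundance in its array results, so this order is not independent evidence.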

The amplification and dissociation plots (Figure 7) clearly indicate that all the miRNAs tested are present in the RNA preparations obtained from the ARPE-19 cells. Several miRNAs expressed in ARPE-19 cells are also reported or predicted to be neural retina-specific (Figure 8).

**Figure 7:**
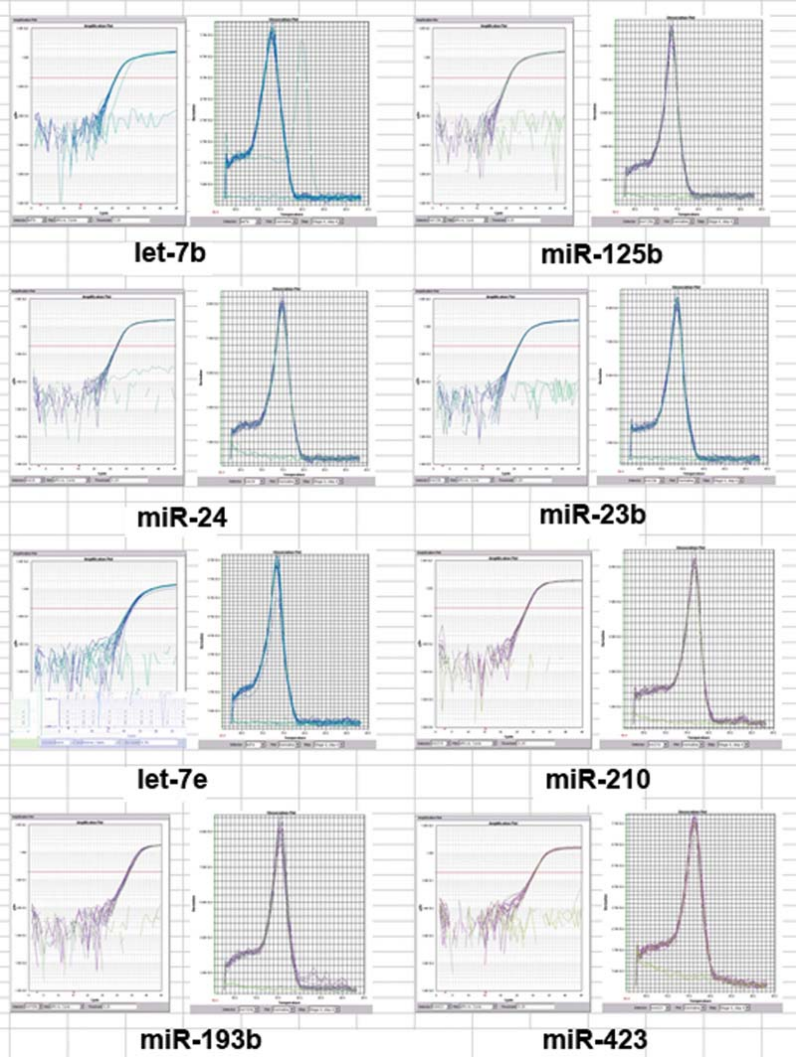
Real-time RT–PCR validation of selected miRNAs. Amplification plot (left panel) and dissociation plot (right panel) for the indicated miRNA are shown.

**Figure 8:**
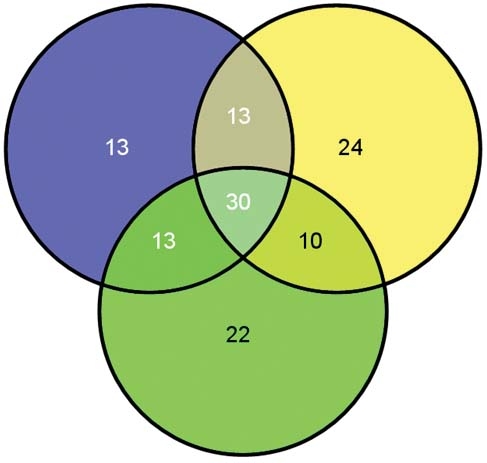
The miRNAs expressed in ARPE-19 cells are compared to those found in mouse retina, as reported in two separate studies. Blue circle: ARPE-19 cells. Yellow circle: mouse retina, Xu et al. [37]. Green circle: mouse retina (regulated by ischemia), Shen et al. [55].

We analyzed the response of selected miRNAs in ARPE-19 cells to 4HPR treatment using real-time RT–PCR analysis (Figure 9). 

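The array intensities of the 20 miRNAs of the PCR experiment were taken from untreated cells. Of these miRNAs, 13 were above background on both arrays and 2, miR-98 and miR-15a, on replicate 1 only. The mean intensity was 1691 ± 1256 (SD, n = 2) for miR-16, 256 ± 282 (SD, n = 2) for miR-26b, 97.3 ± 97.2 (SD, n = 2) for miR-15a and 82.8 ± 64.0 (SD, n = 2) for miR-34a. For each of these 4 the difference between the arrays was larger than the mean.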

Most of the miRNAs tested were selected from microarray results shown in Figure 6 to represent both the most abundant as well as the less abundant miRNAs. The miR-98, miR-223, miR-15b, and miR-128a were included to represent the ones not detected by microarray analysis. 

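In untreated cells miR-223 and miR-128a were not above background on either array, with intensities of 2.5 ± 2.12 (SD, n = 2) and 9.25 ± 6.01 (SD, n = 2). The probe for miR-98, a member of the let-7 family, was above background on replicate 1 with an intensity of 99.5 and not on replicate 2, where it was 7.5. The probe for miR-15b was above background on both arrays, at 1950 and 839 (mean 1395 ± 786, SD, n = 2), and ranked 21 and 18 among the 311 human probes.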

We also tested miR-204 and miR-224 because they are reported to be expressed in mouse RPE [29,30]. 

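Neither miR-204 nor miR-224 was above background in untreated cells on either array. The intensity of miR-204 was 4 on replicate 1 and 0.5 on replicate 2, and that of miR-224 was 46 and 5.5.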

Although all the tested miRNAs, including miR-204 and miR-224, were found to be expressed in ARPE-19 cells, the majority did not respond to 4HPR treatment. Increases in the expression of miR-16, miR-26b, miR-23a, and miR-15b were observed following 4HPR treatment; however, these increases were modest when compared to the approximately twofold increase observed for miR-9. The 5′-flanking regions (~1 kb) of genes generating miR-16, miR-26b, miR-23a, miR-15b, miR-223, and let-7a were analyzed for the presence of consensus binding sites for CEBP-α and CEBP-β. The genes for miR-16, miR-15b, and miR-223 as well as one of the three genes encoding let-7a were found to contain potential binding sites for these transcription factors (data not shown).

**Figure 9:**
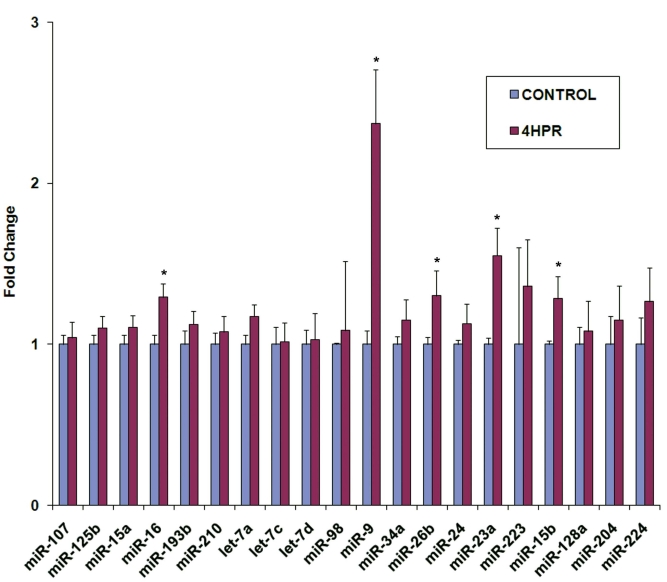
Effect of 4HPR on miRNA expression in ARPE-19 cells. The cells were treated with 10 μM 4HPR for 24 h, and the expression of miRNAs was analyzed using real-time RT–PCR. The relative expression levels for each miRNA in control and treated samples were estimated and used to calculate the fold change. *p<0.05 compared to control, n=4.

## Discussion

Although microRNA expression and function in the mammalian eye has been investigated [29,31-37], information about miRNA expression and function in the RPE is limited. An exception is the reported detection of miR-204 and miR-224 in mouse RPE using in situ hybridization [29,30]. Here we demonstrate that miR-9 is expressed in ARPE-19 cells, and that its expression is increased when these cells are exposed to 4HPR. The increase in miR-9 expression by 4HPR was associated with apoptosis, as indicated by mono- and oligonucleosomes formation, and with large increases in *HMOX1* and *GADD153* expression. The 4HPR-induced apoptosis and increases in *GADD153* and *HMOX1* expression in ARPE-19 cells are preceded by an increase in reactive oxygen species generation in ARPE-19 cells [26]. Taken together, these facts are consistent with a model of miR-9 activation due to reactive oxygen species generated from 4HPR treatment. Indeed, increase of miR-9 expression following oxidative stress induced by metal sulfates has been reported [18]. However, our results eliminate oxidative stress as a direct regulator of the miR-9 expression in ARPE-19 cells. Menadione and arsenite, agents well known to cause oxidative stress, failed to increase the miR-9 expression in these cells. In contrast, the expression of *HMOX1*, a marker for oxidative stress, was highly increased in cells treated with these agents, as expected. 4HPR is a derivative of all-trans-retinoic acid, which has been shown to be a regulator of miR-9 expression [17]. All-trans-retinoic acid is also known to regulate gene expression through its effects upon the expression of CEBP transcription factors [38,39]. Our sequence analysis indicated that putative CEBP binding sites are present on potential promoter regions of all three genes encoding miR-9 precursors (*MIR9–1*, *MIR9–2*, and *MIR9–3*). Our observation that the expression of genes encoding CEBP-α and CEBP-β increased in ARPE-19 cells in response to 4HPR treatment suggests that these transcription factors could be involved in the regulation of miR-9 expression. The 4HPR treatment also significantly increased the expression of miR-15b, miR-16, miR-23a, and miR-26b. However, putative binding sites for CEBP-α and CEBP-β were absent in the promoter regions of the genes encoding miR-23a and miR-26b. Thus, factors other than CEBP-α and CEBP-β are indicated in the regulation of expression of these miRNAs by 4HPR.

Expression of miR-9 is also known to be regulated by hypermethylation of the promoter regions of genes encoding this microRNA. This epigenetic repression of miR-9 expression has been reported to be a contributing factor to breast and colorectal cancer development [10-12]. Our results show that the miR-9 expression in ARPE-19 cells is regulated by this mechanism. Treatment of the ARPE-19 cells with 5-aza-2’-deoxycytidine to block DNA methylation resulted in increased expression of both miR-9 and *TGM2*, a gene known to be regulated by hypermethylation [28]. The potential role of epigenetic regulation of miR-9 or other microRNAs in RPE pathophysiology is not yet known, although it has been implicated in cancer and aging [40,41].

The ability of miR-9 to target many genes for translational repression makes it a potentially effective regulator of cell growth, differentiation, neurogenesis, immunity and cancer. There appears to be a large number of potential targets for this microRNA; 936 conserved targets of miR-9 are reported in TargetScan release 5.2. However, only a few of them have been verified experimentally. MiR-9 is reported to control the secretory response of insulin-producing cells by diminishing the expression of the *ONECUT2* transcription factor, a regulator of Granuphilin expression [3]. The transcription factor *REST*, a silencer of neuronal gene expression, is also a target of miR-9 whose expression is downregulated in Huntington’s disease [4]. MiR-9 is reported to accelerate neural stem cell differentiation by suppressing the expression of the nuclear receptor *TLX* [5]. Another target for miR-9 is BACE1/beta-secretase, whose activity is elevated in brains affected by Alzheimer disease [14]. The transcription factor *NF-KappaB1* is reported to be targeted by this microRNA during growth of ovarian cancer cells and in monocytes and neutrophils exposed to pro-inflammatory agents [6,7]. Several components of the Fgf signaling pathway are targeted by miR-9 during late embryonic development in zebrafish [8]. Translational repression by miR-9 is also reported for *E-cadherin* in the SK-Hep-1 hepatoma cell line [42], *Foxg1* in developing mouse brains [43] and the BK channel splice variant in rat striatal neurons during alcohol adaptation [19]. *ONECUT2* appears to be an interesting target since it has been reported that this transcription factor regulates the expression of *MITF*, a gene important for RPE physiology [44]. *NF-KappaB1* could also be an important target during the response of RPE to pro-inflammatory agents or oxidative stress.

We demonstrated using microarray analysis that a large number of miRNAs are normally expressed in the RPE cell line, ARPE-19. RT–PCR analysis was employed to verify the expression of several miRNAs. The most abundant miRNAs that were detected in ARPE-19 cells were let-7b, let-7a, miR-125b, miR-24, miR-320, miR-23b, let-7e, and let-7d. The let-7 family of microRNAs are important regulators of differentiation and development, and their deregulation is often associated with cancer [45,46]. MiR-125b is a novel regulator of the tumor suppressor p53 [47] as well as many genes involved in neuronal differentiation [48]. MiR-24 has been shown to regulate several cell cycle genes, the activin type 1 receptor ALK4 and dihydrofolate reductase [49-51]. MiR-320 regulates cardiac ischemia/reperfusion injury and cell proliferation by targeting heat-shock protein 20 and transferrin receptor 1, respectively [52,53]. MiR-23b is reported to regulate cell differentiation by targeting Smad proteins [54]. The potential role of these microRNAs in regulating RPE function remains to be elucidated. It should be noted that microarray analysis did not detect miR-9 expression in ARPE-19 cells. The sensitivity of microarray analysis is highly limited when compared to real-time RT–PCR, the method we first employed to detect it.

Since ARPE-19 cells are a widely employed and useful experimental model, it is sensible to determine how well the population of miRNAs corresponds to what is observed in retinal tissue. Two groups of investigators have studied miRNA expression in mouse retinas, using both array hybridization techniques. Among the 69 miRNAs identified in this study, the 77 reported by Xu et al. [37] and 75 reported by Shen et al. [55], 30 are common to all three sets. The two studies based upon extraction of miRNA from retinal tissue have a total of 40 miRNAs in common. Interestingly, the ARPE-19 cells have a similar degree of commonality with the 2 data sets from retinas, having 43 in common with each.

The hybridization studies above have been complemented by an informatics approach. Working from a collection of retinal genes, Arora et al. [33] produced a list of miRNAs predicted to target the 3′-untranslated regions of their mRNA sequences. The authors then demonstrated the expression of a selection of the miRNAs using PCR. Several of the verified miRNAs are present in all three hybridization data sets (miR-29, miR-107, let-7d, miR-23a, and miR-143); three others (miR-124, miR-106, and miR-143) are present in at least one of the hybridization data sets. 

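In untreated ARPE-19 cells the arrays gave mean intensities of 1892 ± 1414 (SD, n = 2) for miR-29a and 393 ± 310 (SD, n = 2) for miR-107, both above background on both arrays. The probes for miR-29b and miR-29c were not above background on either array, at 15.5 ± 18.4 (SD, n = 2) and 3 ± 4.95 (SD, n = 2). The probe for miR-143 was not above background as a whole on either array. Its duplicate spots read 2 and 2 on replicate 1, and -1 and 38 on replicate 2. The probes for miR-106a and miR-106b were above background on both arrays, at 349 ± 327 (SD, n = 2) and 354 ± 277 (SD, n = 2), and miR-124a was at background at 1 ± 1.41 (SD, n = 2).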

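The 5 human probes for miR-135a, miR-135b, miR-200a, miR-200b and miR-200c were not above background in untreated ARPE-19 cells on either array. Their mean intensities lay between 0.5 for miR-200c and 6 for miR-135b.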

MiR-135 and miR-200, although validated, were not found in any of the hybridization data sets. However, this validation was performed using PCR, and like miR-9 in the present study, the expression of miR-135 and miR-200 may be undetectable by hybridization. Only 10 of the miRNAs found collectively in the three hybridization studies were not among those predicted. Interestingly, 5 of these (miR-184, miR-210, miR-31, miR-335, and miR-92) were deemed to be “retina specific” in expression, according to the tissue survey conducted by Xu et al. [37]. Thus, it appears that the predictive value of the informatics approach is fruitful.

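All 5 of these miRNAs were above background in untreated ARPE-19 cells on both arrays. The brightest was miR-31 at 2138 ± 406 (SD, n = 2), followed by miR-210. The probe for miR-92 had an intensity of 523 ± 441 (SD, n = 2), that for miR-335 156 ± 81.3 (SD, n = 2) and that for miR-184 120 ± 15.6 (SD, n = 2).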

In summary, we have shown that miR-9 is expressed in the RPE cell line known as ARPE-19 and that its expression increases during 4HPR-induced apoptosis. The 4HPR-induced miR-9 expression was associated with parallel increases in the expression of *CEBPA* and *CEBPB* transcription factor genes. Potential binding sites for these transcription factors were present in the putative promoter regions of all three genes encoding miR-9. The miR-9 expression in ARPE-9 cells was also increased in response to treatment with 5-aza-2’-deoxycytidine, a methyl transferase inhibitor, thus indicating that the gene(s) encoding this microRNA could be epigenetically regulated via hypermethylation of their promoter regions. Microarray analysis showed that a large number of miRNAs are normally expressed in ARPE-19 cells, the most abundant ones being let-7b, let-7a, miR-125b, miR-24, miR-23b, let-7e, and let-7d. The miR-9 and other microRNAs could play an important role in maintaining RPE cell function.

How the deposited data were processed for this re-analysis (not part of the article)

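Small RNA of untreated and of PDTC-treated ARPE-19 cells was hybridized together on 2 two-colour NCode arrays with the dyes exchanged, so that each array gives 1 value of untreated and 1 of PDTC-treated cells. Conditions and dyes were taken from the channel labels. The paper calls the untreated RNAs separate samples. The paper's text and the sample labels do not say whether the PDTC RNAs are separate extracts, and p-values therefore measure only the spread between the arrays, which may be technical.

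The authors scanned the arrays with a GenePix scanner and deposited, for each spot, the fluorescence intensity of both channels with its local background, not normalized, together with the percent of saturated pixels and a flag. The deposited table of the whole series holds log2 ratios of the channels per spot. Set against the scanner values, these are unnormalized and uncentred ratios of PDTC over untreated, with a median of -0.81 on replicate 1 and 0.54 on replicate 2, so that this table holds no level of untreated cells. The version of the image software is not given in the sources used here.

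Levels are median intensities minus local background, averaged over the spots of a probe, with the mean and SD of the 2 arrays. A probe was called above background where each of its spots exceeded the local background median by 2 background SD. The correlation of the arrays used log2 intensities after normexp correction with an offset of 50, over miRNAs above background on at least 1 array. For PDTC against untreated, intensities were corrected by normexp with an offset of 50, normalized by loess within each array with control, shuffled, reversed and mutated spots at weight 0, averaged over the spots of a probe, turned to the same direction and fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3. The test covered the 62 human probes above background in at least 1 channel on both arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fixed lists were described by their median log2 ratio and its percentile among 10000 random lists of equal size matched on brightness in 4 groups, without a p-value.

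The named miRNAs were set by rule as those the paper names in its array and PCR results, the 10 brightest in untreated cells, the 10 largest rises and falls under PDTC with the same direction on both arrays, and members of the fixed lists. Values of Figure 6 had been seen at that time. The rule, the lists, the designs and the alternatives were fixed before the data were examined, apart from 1 alternative that takes the mean intensity of replicate 2 alone and the medians of the lists on each array. Tested on 20 simulated pairs of arrays with 12 of 62 probes changed, the PDTC fit recovered 77.3% of changes of 1 on the log2 scale and 94.5% of changes of 2, with 0.1 and 0.45 false calls per pair. Its mean estimates were 0.86 and 1.67. The simulated noise had the same SD for every probe. In the data limma estimated 3.53 prior degrees of freedom, where equal SDs would give a very large value, so the SD differed between probes. The percentages recovered may therefore be too high for the real arrays.

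Alternatives covered the background correction, the foreground statistic, flags, scaling, the criterion of detection, the normalization, the filter on dim probes, the deposited log2 ratios and each array alone. No batch could be separated from the arrays. The PCR, ELISA, promoter and 4HPR experiments were not analysed here. No genome build is named in the sources used here, and no coordinates are given.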

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

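All tests of explanations in this part were chosen after the results were seen.

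The arrays carried probes for predicted human miRNAs, which the paper does not discuss, and 2 of them were above background in untreated cells on both arrays. They were singled out after their values were seen. The brighter of the pair had a mean untreated intensity of 1943 (3051 on replicate 1 and 835 on replicate 2), above the shuffled and reversed control spots. The dimmer had a mean of 833, with 449 on replicate 1 and 1218 on replicate 2.

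The brighter predicted probe was also lower in PDTC-treated cells, with a mean log2 ratio of PDTC over untreated of -2.14, the lowest of the 183 probes of all species above background. No p-value was computed for it. A dye bias of the probe would turn its sign when the dyes are exchanged, but the ratio was -1.91 on replicate 1 and -2.37 on replicate 2. The probe stood out by the mean of the 2 arrays, in which a dye bias cancels, so opposite signs were unlikely beforehand. A faulty spot would show in 1 of the 4 spot ratios, and all 4 were below -1. An effect of PDTC and a difference between the RNA extracts stay open and untested, and what binds to the probe was not examined.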

How the results depend on the processing

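The count of human miRNAs above background was 59 and ranged from 49, with a median above background by over 50, to 74, with the 95th percentile of the negative control spots. The correlation of untreated intensities ranged from 0.960 to 0.967. Of the paper's 8 most abundant miRNAs, 6 to 8 were among the 8 brightest in every setting. The settings include the mean intensity of replicate 2 alone, chosen after seeing the data, where all 8 were. The 69 brightest human probes in that setting are the names of Figure 6, so it is no separate support. The intensity of miR-9 was 40.3 without background subtraction and 56.4 with normexp at an offset of 50 and had no value with negatively flagged spots left out.

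In limma's test for PDTC, 3 miRNAs passed with plain subtraction and a floor of 1 (miR-193b, miR-30b and miR-423, all lower). With negatively flagged spots left out 1 did (miR-193b, lower). The cause was not tested. All other settings gave 0 (lowest adjusted p 0.121 to 0.994). Some of these zeros carry no weight, as given below. No miRNA was beyond a log2 ratio of 1 on both arrays in any setting. With 1 array left out at most 1 was, miR-193b without replicate 2. The PDTC log ratios correlated at 0.184 to 0.422.

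Several ratios changed sign, and the cause was not tested. Let-7b was at -0.017 with negatively flagged spots left out. With 1 array left out it ranged from -0.048 to 0.27, and let-7i from -0.16 to 0.73. With median centring, the median of the most abundant list was 0.088, that of the 4HPR PCR set 0.021, that of the miR-15 and miR-16 family 0.0067 and that of miR-221 and miR-222 0.0026. The miR-15 and miR-16 family was at 0.034 with the mean intensity. Over probes above background in both channels it was at 0.11 and the 4HPR PCR set at 0.028. The 4HPR-responsive list was at -0.10 without normalization and at -0.029 with the deposited log2 ratios. The other ratios of the 24 miRNAs run kept their sign. Most of the 24 had been chosen among miRNAs with the same sign on both arrays, so leaving out an array could not change theirs. Of all 62 tested, 40 had the same sign on both arrays. With all human probes tested several list medians were nearer to 0, such as 0.016 for the NF-κB linked list. List medians with 1 array left out, chosen after seeing the data, had opposite signs on the 2 arrays for 6 of 16 lists. They ranged from -0.39 to 0.30 for the miR-99, miR-100 and miR-125 clusters, from -0.34 to 0.044 for the miR-30 family, from -0.50 to 0.061 for the miR-181 family, from -0.089 to 0.16 for the NF-κB linked list, from -0.074 to 0.11 for the most abundant list and from -0.14 to 0.020 for the 4HPR PCR set. For the miR-15 and miR-16 family they ranged from 0.053 to 0.057 (main below 0).

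Of the named untreated intensities, 160 alternative values stayed within 1 SD and 36 did not, leaving out the settings that drop an array or no spot. With 2 arrays a single one always lies within 1 SD of the mean. Of 25 named miRNAs above background on both arrays, 12 had an array over 1.5 times from the mean, at most 4.5 times for miR-26b. No spot was flagged bad or absent, and the deposited log2 ratios give no level. Signal over background limits dim probes.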

Differences from the paper's values

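For miR-206, which was at background on replicate 1, the mean intensity was 68.8 where the paper's is about 120 in Fig. 6, read by eye. Of the alternatives set before the data were examined, the values without background subtraction, with normexp, with the mean intensity, with negatively flagged spots left out, with scaled arrays and without replicate 1 were within 1.5 times of the paper's, and those with no spot left out for its flag and without replicate 2 were not. The value by mean intensity on replicate 2 alone, a setting chosen after seeing the values, was within 1.5 times too, and none of the paper's names is left out by it.

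The other intensities read from Fig. 6 lie near those of replicate 2, so that the mean of 2 arrays could not be farther from them than about the spread between arrays, and the comparison by spread shows nothing about them. None of these means was more than 1.5 times from the figure. Without replicate 2, those of miR-125b, miR-23b, let-7e, miR-210 and miR-15b were, and with the mean intensity that of miR-15b was.

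The paper gives 62 substantially expressed miRNAs in its results and 69 in its discussion, without stating a threshold, where 59 were above background on both arrays here, and gives 366 human miRNAs tested where 311 human probes were counted.

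The paper names miR-15b and miR-98 among miRNAs that the array did not detect. In the files miR-15b was above background on both arrays, with a mean intensity of 1395, and Figure 6 lists it too. It was above background under every criterion tried. The probe for miR-98 was above background on replicate 1 only, which the criterion of at least 1 array counts, and miR-223 and miR-128a, named with them, were above background on neither.

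The paper places miR-143 in all 3 hybridization sets, and Figure 6 lists miR-143 and miR-206. In the files neither was above background under any criterion tried, and of the miR-29 family, which the paper places in those sets too, miR-29a was above background and miR-29b and miR-29c were not. Of the 69 names of Figure 6, 59 passed on both arrays and 66 with at least 1 spot on both arrays, and 0 miRNAs outside the figure did. On at least 1 array 66 of the names passed and with the 95th percentile of the negative control spots 67, each beside 7 miRNAs that are not in the figure. The 69 brightest human probes by mean intensity on replicate 2 alone, a setting chosen after seeing the values, are the 69 names of the figure, 47 of them at the same rank and none left out.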

Other observations

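The tests of explanations in this part were chosen after the results were seen; the PDTC comparison and its lists were not.

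The paper does not report the PDTC channels. By limma, 0 of 62 human miRNAs were higher or lower in PDTC-treated cells at an adjusted p under 0.05 (lowest adjusted p 0.236 from limma). An unadjusted p under 0.05 from limma was reached by 4, all lower, a count near that expected without any change. That holds for the main setting only, since the count depended on the processing. It was 13 of 63 with negatively flagged spots left out, 10 of 62 with plain subtraction and a floor of 1 and 8 of 62 with the mean intensity. Without normalization and with the deposited log2 ratios it was 0 of 62. Neither removes the gap between the dyes, which turns its sign between the arrays and widens their spread. The lowest adjusted p from limma was 0.994 and 0.978, so hardly any miRNA could pass and these zeros carry no weight. Not removing the dye effect repeated the values without normalization. Scaling intensities after loess and leaving no spot out for its flag repeated the main fit, with a lowest adjusted p of 0.236 from limma. The lowest log2 ratios of PDTC over untreated were those of miR-193b at -0.78 (standard error 0.19), miR-423 at -0.65 (standard error 0.15) and miR-210 at -0.65 (standard error 0.15), each with an adjusted p of 0.236 from limma and negative on both arrays. They are also the 3 less abundant miRNAs of the paper's PCR check, and adjusted over the list alone all 3 passed. No random list had a median below that of this list, -0.65. The study chose that list on these samples, so that it is not independent evidence, and the lists were tested on arrays whose spread may be technical. MiR-320 was at -0.52 (-0.14 on replicate 1 and -0.89 on replicate 2), miR-30b at -0.46 (-0.41 and -0.51), miR-31 at -0.41 (-0.25 and -0.58) and miR-24 at -0.39 (-0.23 and -0.56). On the other side, let-7f was at 0.55 (0.21 and 0.90), miR-29a at 0.41 (0.23 and 0.59) and let-7c at 0.33 (0.17 and 0.49). All 8 tested members of the let-7 family had a positive mean ratio, 6 of them on both arrays, with a median of 0.29 at the 99.1th percentile of random lists, and none passed the test. The median stayed positive in every setting tried, from 0.17 without normalization to 0.36 with median centring, while let-7b was at -0.02 with negatively flagged spots left out. Let-7 probes may share signal, so these members do not count as 8 separate measurements, and without normalization the median of the tested miRNAs was at -0.19. Across the 62 miRNAs the log ratios of the 2 arrays had a Pearson r of 0.336 and a Spearman rho of 0.340, and 40 went the same way on both.

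Of the other lists, the miR-183, miR-96 and miR-182 cluster had a median log2 ratio of 0.29 over 2 tested probes (percentile 98.0), the NF-κB linked list 0.31 over 3 (percentile 96.8), the list that the paper places in all 3 hybridization sets, its own and those of 2 studies of mouse retina, 0.16 over 4, the paper's 4HPR-responsive list 0.05 over 4, its most abundant list -0.02 over 8, its 4HPR PCR set -0.03 over 14, the miR-221 and miR-222 pair -0.07 over 2, the miR-15 and miR-16 family -0.08 over 3, the miR-99, miR-100 and miR-125 clusters -0.11 over 4, the miR-17 list -0.13 over 7, the retina-specific list -0.15 over 5, the miR-30 family -0.15 over 5, the miR-23, miR-27 and miR-24 clusters -0.19 over 5 and the miR-181 family -0.22 over 2. Single tested members were miR-29a of the miR-29 family, miR-34a at -0.35 (-0.54 on replicate 1 and -0.15 on replicate 2) of the p53 linked list, miR-15b at 0.30 (0.17 and 0.44) of the list called undetected and miR-210 of the hypoxia linked list. None of the miR-135 and miR-200 probes was tested. The percentiles of the other lists of at least 2 tested probes ranged from 9.72 to 87.2. The medians of 6 lists had opposite signs on the 2 arrays, a comparison chosen after seeing the values. They were the NF-κB linked and most abundant lists, the 4HPR PCR set, the miR-99, miR-100 and miR-125 clusters and the miR-30 and miR-181 families. Without a change of sign, leaving out 1 array moved the median by over 1.5 times for the list of all 3 hybridization sets (0.15 on replicate 1 and 0.39 on replicate 2), the 4HPR-responsive list (0.0085 and 0.12), the miR-23, miR-27 and miR-24 clusters (-0.23 and -0.077), the miR-17 list (-0.23 and -0.021), the retina-specific list (-0.25 and -0.13) and the miR-183 cluster (0.16 and 0.42). With all human probes tested, which adds dim members, several medians were nearer to 0, at 0.016 for the NF-κB linked list, -0.020 for the miR-181 family, -0.025 for the miR-30 family, -0.066 for the miR-17 list, 0.070 for the list of all 3 hybridization sets and 0.028 for the 4HPR-responsive list. Each median within 0.1 of 0 changed sign in at least 1 setting. No list had a member past the test over all 62 miRNAs. Adjusted over the list alone, miR-210 passed in the retina-specific list and in the hypoxia linked list, of which it is the single member, and no member passed in the other lists of this paragraph. It is also among the 3 of the less abundant list.

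The lower PDTC signal of miR-210, miR-193b and miR-423 was set against technical explanations. A dye bias would give opposite signs on the 2 arrays, but all 6 ratios were negative, the nearest to 0 being -0.53. These miRNAs stood out by the mean of the 2 arrays, in which a dye bias cancels, so opposite signs were unlikely beforehand. A fault of the spots of the human miR-210 and miR-193b probes would spare the probes of the same names from other species. There were 5 of these above background, 4 for miR-210 and 1 for miR-193b, and the mean nearest to 0 was -0.46, that of fruit fly miR-210, which was at -0.012 on replicate 1. The other 4 were at or below -0.42 on both arrays. A fault tied to a sequence that the probes share would not spare them, and no probe sequences were available to examine this. For miR-423 there were 0 such probes, so that a fault of its probe or spots stays open. What else binds to these probes was not examined. Without loess, centred on the median, the median of the 3 was -0.62, which argues against the loess normalization as the whole cause. A response to PDTC remains a hypothesis and a difference between the RNA extracts stays open, since 2 arrays cannot separate them.

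The listing of miR-206 and miR-143 in Figure 6 may rest on light on a single spot of 1 array for each. Of their 8 untreated spot readings 2 were above background, 256 for miR-206 and 38 for miR-143, both on replicate 2, beside duplicates at 1 and -1. None of the 6 probes for these miRNAs from mouse, rat and zebrafish was above background on either array. No biological explanation was tested.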
